A study of Mus musculus with 6 samples.

How the data were processed

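Hippocampus from 9-month-old mice was profiled by directional sequencing of total RNA in 3 wild-type (WT) animals and 3 PS19 animals, which carry a transgene for mutant human tau. The deposited table held read counts, as whole numbers, for 6 libraries. Per the file headers it had a row number, a repeat name and 1 count column per library. Each of its 5320771 rows carried 1 repeat name and is called a copy here, and 18484 different repeat names occurred. Whether neighbouring rows are parts of 1 insertion is not stated, so copies on adjacent rows may not be separate elements. The labels name the RNA extraction and the library kit. They do not state the aligner, the genome build of the repeat annotation, the strand setting or how reads matching several copies were assigned, so a count is used here as the authors assigned it. All 6 count columns were used, which left 0 unused. No pair of libraries had identical counts, and the libraries were treated as separate animals.

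Groups were taken from the labels. Copies that passed the filterByExpr rule of edgeR 4.0.16 were scaled with TMM factors and compared with the edgeR quasi-likelihood F-test, with robust dispersion, in R 4.3.3. Counts were also summed over all copies of the same name, and these subfamily sums were compared in the same way. A copy or subfamily was called at a Benjamini-Hochberg adjusted p-value under 0.05, and counts of calls at least 2-fold apart are given separately. Standard errors of log2 fold changes were derived from the F statistic. Abundances are given as CPM, TMM-scaled. A group with every library at or under 3 counts was treated as at the floor, and its fold change was computed against the floor as a bound. CPM were computed over the counts kept for each test, so 3 counts correspond to between 4.00 and 4.50 CPM for copies and between 2.68 and 2.97 CPM for subfamilies. Floors cover counting error only, because reads without molecular identifiers are not independent molecules.

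Repeat names were sorted into LINE, SINE, LTR, DNA, satellite, simple or low-complexity and RNA gene classes by rules on the name, written after the names had been seen. Class shares are percentages of all counts of a library. They were compared with a 2-sided exact permutation test, whose smallest possible p-value for 3 libraries against 3 is 0.1, and adjusted over the 4 main classes. These steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

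The groups, comparisons, naming rule and most alternatives were fixed before the data were examined. The rule named up to 5 features per direction by p-value among calls at least 2-fold apart whose groups did not overlap. Where none passed, the 2 with the smallest p-value were named as not passing. Single copies were limited to 2 per direction, since the table pairs them with no gene. Copies are identified by repeat name and table row. Comparisons of long noncoding RNA genes, label check genes, preset gene lists and positions along chromosomes had been planned. They were not made, because the table holds no gene names and no coordinates.

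The model was tested on counts simulated from the means, library sizes and dispersions of the 6 libraries, with 200 features changed. Counts were simulated for 24344 copies, of which the low-count filter kept 22220. The model recovered 33 of 100 copies changed 2-fold and 94 of 100 changed 4-fold, where copies removed by the filter count as not recovered. It called 9 of the 22028 unchanged copies that were kept. Of 874 simulated subfamilies 861 were kept. Recovery was 90 of 100 for those changed 2-fold and 100 of 100 for those changed 4-fold, and 5 of the 664 unchanged ones that were kept were called.

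Alternatives covered DESeq2 size factors, total counts, upper-quartile scaling, the low-count filter, the Wald test of DESeq2 1.42.0, limma-voom with limma 3.58.1, a replicate block, library sizes without the 10 features with the highest counts, and the omission of each library in turn. Library sizes from all rows, and the removal of simple repeats and RNA gene copies, were chosen after seeing the data.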

Results

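The series addresses Z-RNA, a left-handed form of double-stranded RNA, in neurodegeneration driven by tau. The table analysed here holds read counts at repeat copies in hippocampus from 3 WT and 3 PS19 mice aged 9 months. It names no genes and no coordinates. Reads from transcripts of a repeat therefore cannot be told from reads of other transcripts that run across the copy, and a called copy may reflect either. Total counts were 1102934, 1063616 and 1103071 in WT replicates 1, 2 and 3. They were 1010097, 1048445 and 1081501 in PS19 replicates 1, 2 and 3. Of all 5320771 copies, 299567 (5.63%) had a count in any library. The copies kept for testing held between 62.8% and 68.7% of the counts of a library.

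The first comparison asked which single repeat copies differed with genotype. Of 24344 copies tested, 728 were called by edgeR, 429 higher and 299 lower in PS19. A further criterion of at least 2-fold was met by 438 of them, 321 higher and 117 lower. In 31 of these, 1 group was at the floor. An unadjusted p-value under 0.05 was found for 3670 copies. The groups did not overlap in 706 of the called copies. Among all tested copies they did not overlap in 19.2%, against 10% by chance. The biological coefficient of variation was 15.4%, and the median log2 fold change of all tested copies was −0.01. The alternative that moved the number of calls most was the DESeq2 Wald test, with 226. The balance of directions depended on scaling. Library sizes from all rows gave 374 higher and 401 lower, and total-count scaling gave 477 higher and 249 lower. The balance also differed with abundance. Among the 6086 tested copies with the highest abundance 372 were called, 164 higher and 208 lower. The number of calls fell to 474 without WT replicate 1 and to 473 without PS19 replicate 1.

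**Figure D1:**
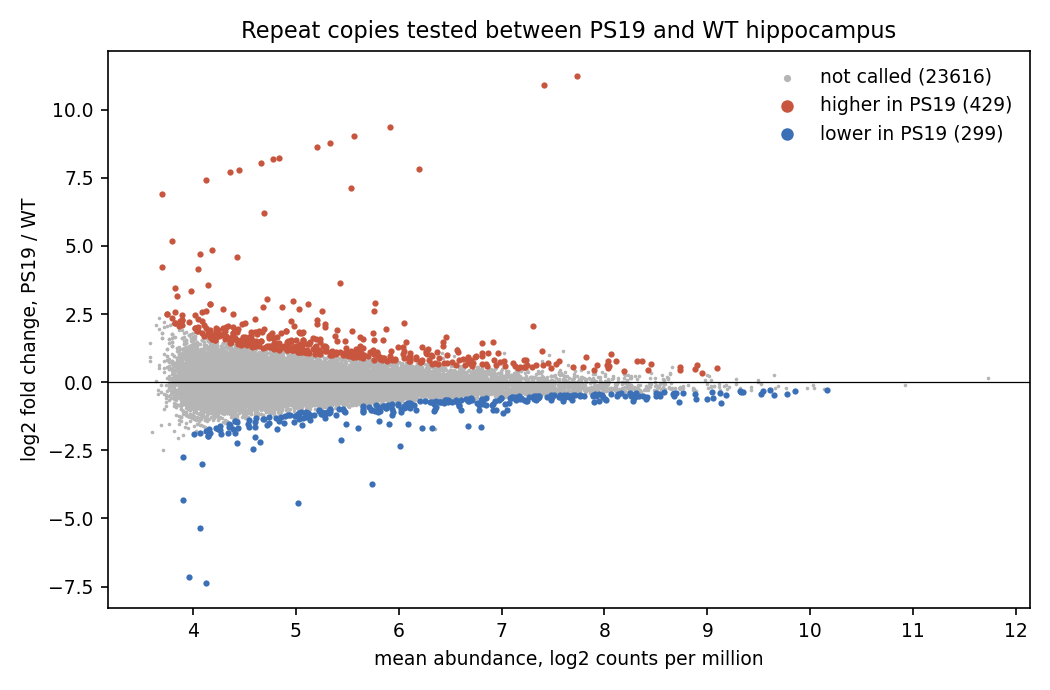
Each point is 1 of 24344 tested repeat copies, with its mean abundance in log2 CPM on the x axis and its log2 fold change between PS19 and WT on the y axis. Red points are the 429 called higher in PS19 and blue points the 299 called lower; fitted fold changes of copies with a group at the floor depend on the prior count.

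The copies with the smallest p-values among those higher in PS19 were neighbouring copies of RLTR4_MM-int, the internal part of an endogenous retrovirus. The copy on row 3501347 had counts of 0, 0 and 0 in WT and 251, 328 and 289 in PS19. Its PS19 mean was 422 ± 47.6 CPM (SD, n = 3), at least 104-fold higher than the WT floor, with an edgeR adjusted p-value of 6.96e-63. The copy on row 3501348 had counts of 0, 0 and 0 in WT and 200, 253 and 240 in PS19. Its PS19 mean was 337 ± 33.3 CPM (SD, n = 3), at least 82.9-fold higher, with an edgeR adjusted p-value of 2.70e-57.

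Among copies lower in PS19, the smallest p-values belonged to L1MdTf_II, a LINE-1 subfamily. The copy on row 4745575 fell by 3.73 on the log2 scale (SE 0.34), from 92.3 ± 20.9 to 6.85 ± 1.86 CPM (SD, n = 3 each), with an edgeR adjusted p-value of 4.02e-18. The copy on row 2509977 fell from 55.8 ± 16.6 to 2.44 ± 0.860 CPM (SD, n = 3 each). With PS19 at the floor, it was at least 12.7-fold lower, with an edgeR adjusted p-value of 2.21e-13. This copy was not called by limma-voom, where its adjusted p-value was 0.0718. Its adjusted p-values ranged from 1.71e-16 to 0.0718 over the fits made.

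LINE copies made up 16605 of the tested copies, and 548 of them (3.30%) were called. LTR copies made up 6978, and 159 of them (2.28%) were called.

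The second comparison asked whether whole subfamilies differed. Of 874 subfamilies tested, 10 were called by edgeR, 4 higher and 6 lower in PS19. An unadjusted p-value under 0.05 was found for 103. The groups did not overlap in any of the 10 called subfamilies, and the biological coefficient of variation was 8.14%. The alternative that moved this number most was limma-voom, with 3 calls. Without WT replicate 1 the number was 3, and without WT replicate 2 it was 3. It was 5 without WT replicate 3 and 5 without PS19 replicate 2. Total-count scaling gave 5 higher and 4 lower. The DESeq2 Wald test gave 1 higher and 10 lower, but no adjusted p-value for 7 of the 10 edgeR calls.

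The subfamilies at least 2-fold apart were both higher in PS19. ERVB5_1-I_MM, an endogenous retrovirus, rose from 17.2 ± 5.79 to 50.4 ± 5.87 CPM (SD, n = 3 each). Its log2 fold change was 1.55 (SE 0.27), with an edgeR adjusted p-value of 0.00334. Without its most abundant copy, on row 3666197, its log2 fold change was 1.15, with an edgeR adjusted p-value of 0.0606. That removal left the other of its 2 called copies, on the adjacent row 3666196. This copy had counts of 4, 1 and 0 in WT and 20, 12 and 12 in PS19. The subfamily was not tested without both, so a rise beyond these 2 copies was not shown. SYNREP_MM, a satellite, had counts of 0, 3 and 5 in WT and 24, 19 and 13 in PS19. Its log2 fold change was 2.77 (SE 0.62), with an edgeR adjusted p-value of 0.0281. It was not called without WT replicate 1, where its adjusted p-value was 0.179, nor by limma-voom (0.102), and its adjusted p-values over the fits made ranged from 0.000422 to 0.179.

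No subfamily fell at least 2-fold, and those with the smallest p-values among the lower ones did not pass the naming rule. GSAT_MM, the major satellite, fell by 0.68 on the log2 scale (SE 0.09), from 543 ± 40.2 to 338 ± 43.3 CPM (SD, n = 3 each), with an edgeR adjusted p-value of 7.34e-05. A single copy held 85% of its counts. Without that copy its log2 fold change was 0.25, with an edgeR adjusted p-value of 0.639. IAP-d-int, an endogenous retrovirus, fell by 0.50 (SE 0.09) from 435 ± 45.7 to 307 ± 26.0 CPM (SD, n = 3 each), with an edgeR adjusted p-value of 0.00334. It was not called without WT replicate 1, where its adjusted p-value was 0.0555, nor by limma-voom, where it was 0.0539. Its adjusted p-values ranged from 4.86e-06 to 0.0555 over the fits made. Of 9 called subfamilies that could be tested without their most abundant copy, 4 remained called and 5 did not.

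RLTR4_MM-int was also among the called subfamilies, with a log2 fold change of 0.18 and an edgeR adjusted p-value of 0.0425. This subfamily was singled out after its values were seen. Without the 2 named copies its log2 fold change was 0.08 (SE 0.04), with an edgeR adjusted p-value of 0.496.

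**Figure D2:**
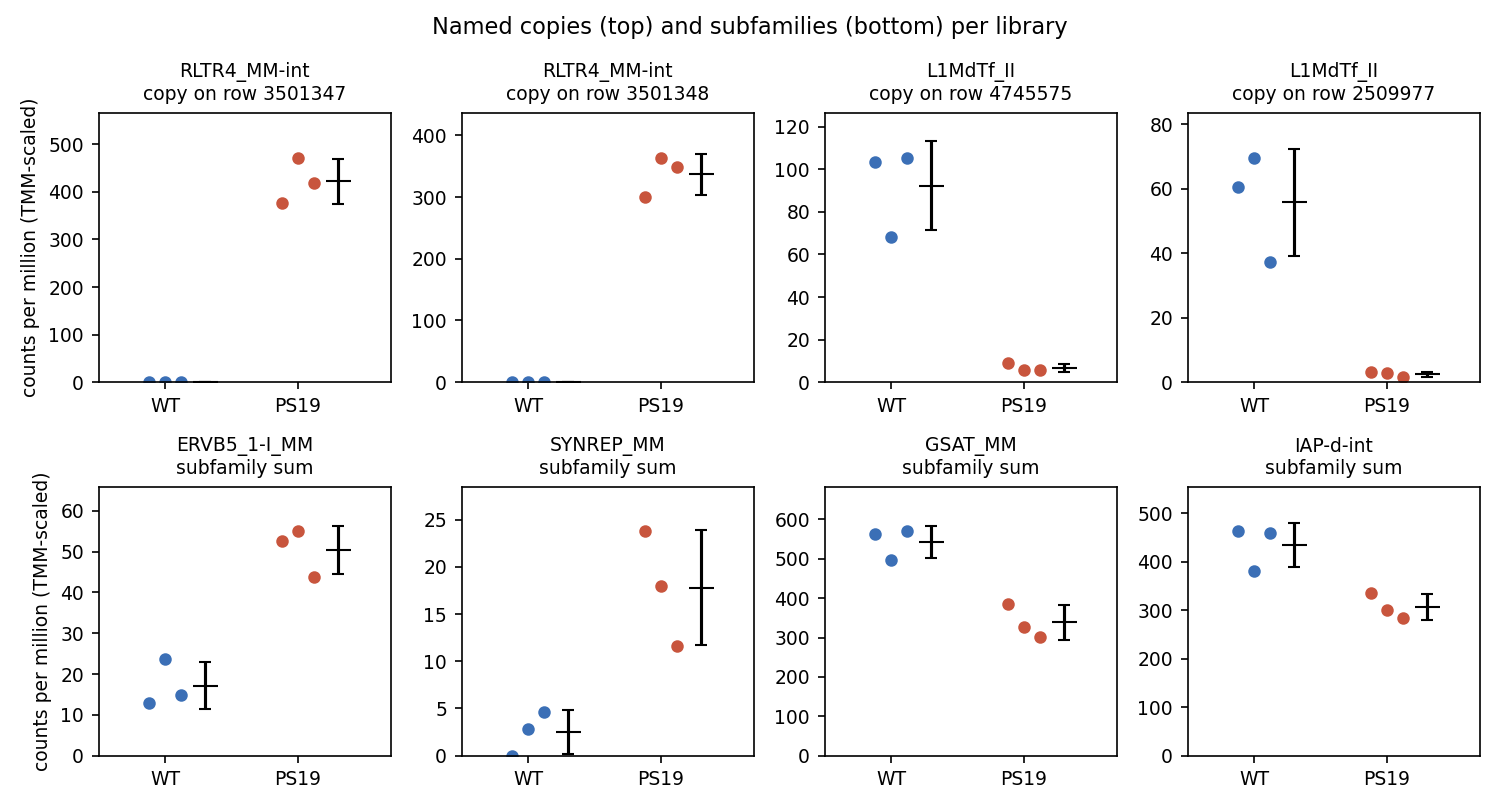
Points are TMM-scaled CPM in each library for the named copies (upper panels) and subfamilies (lower panels), with the mean and SD of 3 libraries beside them. WT and PS19 libraries do not overlap in any panel, and the RLTR4_MM-int copies were at 0 in all WT libraries.

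The last comparison asked whether the share of counts in repeat classes differed. LINE copies held 66.7 ± 0.407% of counts in WT and 64.9 ± 1.32% in PS19 (SD, n = 3 each; exact permutation p = 0.1, adjusted p = 0.2). The LINE difference was −1.10 points without PS19 replicate 3, against −1.85 with all libraries. LTR copies held 28.7 ± 0.321% in WT and 30.1 ± 0.594% in PS19 (SD, n = 3 each; exact permutation p = 0.1, adjusted p = 0.2). For both classes the groups did not overlap, and 0.1 is the smallest p-value that the design allows. SINE copies held 1.40 ± 0.112% in WT and 1.80 ± 0.608% in PS19 (SD, n = 3 each; exact permutation p = 0.4, adjusted p = 0.533). PS19 replicate 3 stood at 2.50%, and without it the SINE difference changed from 0.396 to 0.0464 points. DNA copies held 1.45 ± 0.0125% in WT and 1.48 ± 0.0676% in PS19 (SD, n = 3 each; exact permutation p = 0.6, adjusted p = 0.6). The DNA difference changed sign without PS19 replicate 3, from 0.0311 to −0.00180 points. Restricting the shares to copies with a mean count of at least 10 moved the LINE difference most, to −0.780 points.

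**Figure D3:**
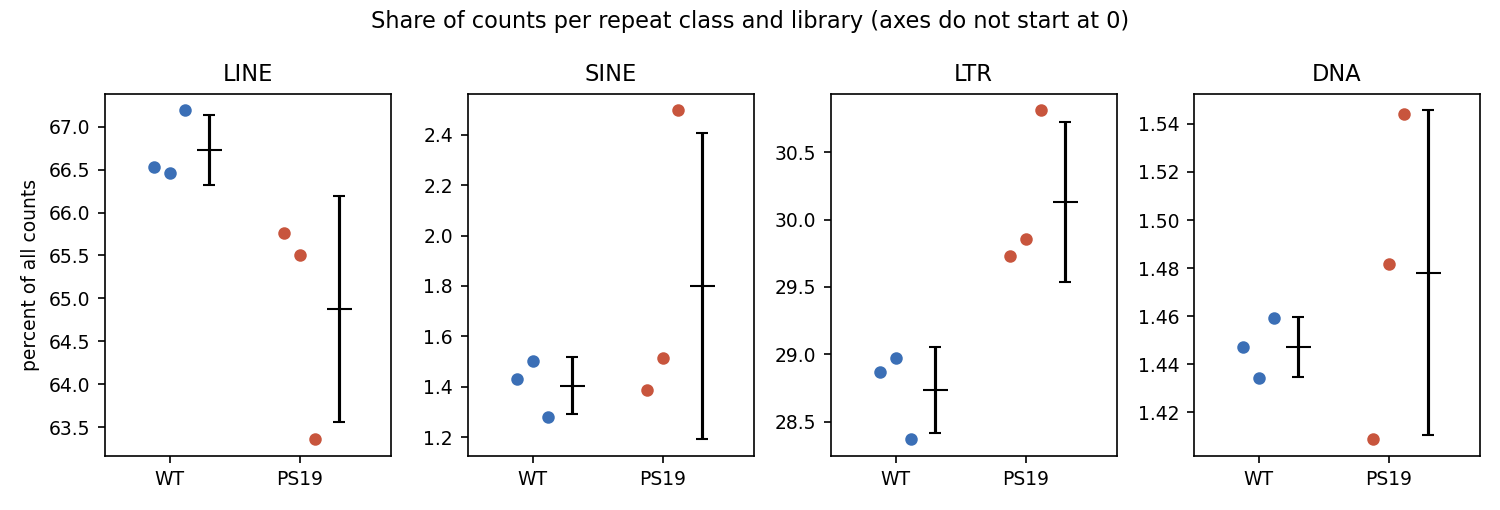
Points are the percentage of all counts in each repeat class for each library, with the mean and SD of 3 libraries beside them, on axes that do not start at 0. LINE and LTR shares do not overlap between genotypes, and the SINE share of PS19 replicate 3 (2.50%) lies above the other libraries.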

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

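The numbers of called copies (728), of called copies at least 2-fold apart (438) and of called subfamilies (10) were recomputed under the alternatives, except that library sizes from all rows were tried for copies alone and the removal of simple repeats and RNA gene copies for subfamilies alone. Without a low-count filter, 299567 copies were tested, and 288 were called, 215 of them at least 2-fold apart. The same setting called 15 subfamilies, which included all 10. The DESeq2 Wald test called 226 copies, 153 of them at least 2-fold apart, and all 226 were among the 728. It called 11 subfamilies, 1 higher and 10 lower, of which 3 were shared with edgeR, and it gave no adjusted p-value for 7 of the 10. With limma-voom 512 copies were called, 243 at least 2-fold apart, together with 3 subfamilies. Called subfamilies numbered 6 with DESeq2 size factors, 6 with a mean count of at least 10, and 6 with library sizes that left out the 10 features with the highest counts. They also numbered 6 without simple repeats, low-complexity runs and RNA gene copies, an alternative chosen after seeing the data. The fit without a filter tests more copies. For the other alternatives the cause was not tested.

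Across the 6 fits that each left out 1 library, from 473 to 676 copies were called, from 297 to 459 at least 2-fold apart, and from 3 to 12 subfamilies. In these fits SYNREP_MM lost its call without WT replicate 1 (edgeR adjusted p-value 0.179), WT replicate 2 (0.135), PS19 replicate 1 (0.0724) and PS19 replicate 2 (0.0721). IAP-d-int lost its call without WT replicate 1 (0.0555). No other named copy or subfamily lost its call in these fits. With limma-voom, calls were lost by SYNREP_MM (adjusted p-value 0.102), IAP-d-int (0.0539) and the L1MdTf_II copy on row 2509977 (0.0718). No named copy or subfamily reversed under the alternatives that gave a value.

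With library sizes from all rows, chosen after seeing the data, 775 copies were called and 48.3% of them were higher in PS19, against 58.9% with TMM. Total-count scaling moved this share the other way, to 65.7% of 726 called copies. The share of called subfamilies that were higher was 40% with TMM, 55.6% with total-count scaling and 66.7% with limma-voom. With the DESeq2 Wald test, which gave no adjusted p-value for 7 of the 10 edgeR calls, it was 9.09%. It was 25% without PS19 replicate 1, with 3 higher and 9 lower, and 66.7% without WT replicate 1. The WT and PS19 replicate numbers did not pair the libraries, since correlations between libraries of the same number were −0.05, −0.04 and −0.00. A fit with a replicate block called 660 copies, 641 of them shared, with 402 at least 2-fold apart. It called 10 subfamilies, 8 of them shared.

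For class shares, restriction to copies with a mean count of at least 10 changed the PS19 minus WT difference to −0.780 points for LINE, 0.795 for LTR, −0.0323 for DNA and 0.00306 for SINE. The SINE difference was 0.396 points over all copies, and this change is smaller than the SD of the PS19 libraries. The differences ranged from −2.30 to −1.10 (LINE), 1.06 to 1.60 (LTR), 0.0464 to 0.601 (SINE) and −0.00180 to 0.0657 (DNA) when each library was left out. At the depth of these libraries the model recovered 33 of 100 simulated copies changed 2-fold, which limits what the absence of a call shows for a single copy.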

Other observations

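All tests in this part were chosen or worded after the results they concern had been seen. One of them was also replaced: the young LINE-1 test first used the median log2 fold change of 1630 tested copies, which differed from that of all tested copies by −0.03, and it now uses summed counts.

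The real split of the 6 libraries was compared with the other 9 splits into 3 and 3. In 1 of the 10 splits, the real one, at least 728 copies were called. The same was true of 438 copies at least 2-fold apart (1 of 10) and of 10 subfamilies (1 of 10). Every other split gave 0 calls, with the edgeR test. These splits mix the genotypes, so a real difference between genotypes would add to the spread within groups and hold calls down. Their 0 calls are therefore not a rate of false calls. A design of 3 against 3 cannot bring the share of splits with as many calls under 0.1, so the count of splits alone cannot pass 0.05. In counts simulated for these libraries, 9 of the 22028 unchanged copies that passed the filter were called.

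A set of 24 copies had at least 10 counts in every library of 1 genotype and at most 1 in each library of the other. Of these 19 were counted in PS19 and 5 in WT. Sampling noise at low counts was tested with the other 9 splits, which held 0 such copies. Lower depth of the PS19 libraries would act the wrong way for the 19 copies counted in PS19, the genotype with the lower mean depth. This follows from the direction alone, and the 5 copies counted in WT were not tested against it. With lower minimums, of 3 counts in every library of the genotype and 20 in total, there were 104 such copies in the real split and between 10 and 15 in the others.

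Reads moving between near-identical copies of the subfamily were tested for the RLTR4_MM-int pair. The rest of that subfamily changed by 0.0787 on the log2 scale, where a shift of −0.11 would be needed, so this account was not borne out. The test was made for that pair only, so it does not separate this account from a change in RNA for the other 22 copies. For some of these, neighbouring copies of different subfamilies had the pattern together. With the lower minimums it was seen in 12 of 12 copies with at least 20 counts in rows 995598 to 995700. In rows 3236657 to 3236696 it was seen in 5 of 5. Moves within single subfamilies would not link neighbours, which argues against them in rows 995598 to 995700. There the copies among the 24 were named ORR1C2, Lx, Lx4B, L1MdF_IV and Lx6. In rows 3236657 to 3236696 those among the 24 were all L1MdA or L1MdGf copies. Moves of reads between these LINE-1 subfamilies were not tested, so the account stays open there. In rows 1672400 to 1672413 the pattern was seen in 2 of 4. For the rest of the 22 the account stays open.

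More of the 24 copies lay close together in the table than random copies did. For 13 of them another such copy was found within 100 rows, against a mean of 0.113 in random draws (1-sided permutation p = 0.0001, the smallest that 10000 draws can give). Whether row order follows the genome could not be checked, since the table holds no coordinates. The 13 copies lay in 4 separate places of the table. If row order follows the genome, linked segments that differ between the genotypes may account for the 13. A single segment around one transgene would not hold all 4 places, but it stays open for a part of the 24 copies. Copies counted in PS19 on rows 963052, 969972 and 970263 precede the run from row 995598, and the window of 100 rows would not join them to it. The segments would be tied to genotype, and the design does not separate them from an effect of tau. The labels give neither sex nor litter, so a difference between the groups in either cannot be excluded. The longest run, rows 995598 to 995700, was found among the 104 copies of the lower minimums. Within it, 12 of 12 copies with at least 20 counts had the pattern, with 251, 260 and 241 counts in PS19 and 0, 0 and 1 in WT, which is consistent with one transcribed stretch over neighbouring copies. For the RLTR4_MM-int pair that stretch was not seen, since 1 of 11 counted neighbours, the partner copy, had the pattern. Other runs were mixed. In rows 3236657 to 3236696, 5 of 5 copies with at least 20 counts had the pattern. In rows 5132059 to 5132140 it was 5 of 6. In rows 1672400 to 1672413 and 2157863 to 2157907 it was 2 of 4 each.

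Young LINE-1 subfamilies (L1MdA, L1MdGf and L1MdTf) held 12 of the 24 copies (50.0%), against 5.97% of the copies eligible (Fisher's exact test, 2-sided, p = 2.76e-09; copies in a run are not independent). Reads of young LINE-1 copies that differ between the mice and the reference may contribute. A general rise in PS19 of the copies with L1MdA, L1MdGf or L1MdTf names was not seen. Their summed counts changed by −0.13 on the log2 scale with TMM scaling and by −0.09 as a share of all counts, and were lower in each PS19 library than in each WT library. The sum takes in L1MdA_V and L1MdA_VI, themselves called lower, with log2 fold changes of −0.21 and −0.16. Subfamilies within these names were not summed apart, so a rise of some of them is not excluded.

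Proximity was also seen beyond these 24 copies. Of the 706 called copies outside this set, 318 had another called copy within 100 rows, against a mean of 126.5 in random draws (1-sided permutation p = 0.0001, the smallest possible). Log2 fold changes of adjacent tested copies within 20 rows were correlated across copies (Spearman's rho 0.38, 12261 pairs), against 0.01 for random pairs. Copies are not independent replicates.

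More copies had a count in PS19 than in WT. A difference in depth was tested by drawing each library down to the lowest depth. The PS19 libraries then had at least 144464 copies with a count, above the highest WT library at 141978 (exact permutation p = 0.1, n = 3 each, the smallest possible). Copies with fewer than 20 counts in total held 14.7 ± 0.463% of counts in WT and 17.3 ± 1.51% in PS19 (SD, n = 3 each). Both differences were smaller without PS19 replicate 3. At equal depth the difference in copies with a count changed from 11905 to 6970, and the share in low-count copies differed by 1.74 points instead of 2.61. The genotype stays open as an explanation and was not tested apart from other differences between the groups.

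PS19 replicate 3 had a SINE share of 2.50%, against 1.39% and 1.51% in PS19 replicates 1 and 2. A few copies taking most of the counts was tested with B1, where the number of copies with a count rose 2.54-fold over the mean of the other PS19 libraries. Reads shared between near-identical copies would leave the old, divergent MIR family unchanged, but its share was 1.89 times that of the other PS19 libraries. The design names nothing that sets this animal apart, and no biological explanation was tested.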
